# Transcriptome assembly and candidate genes involved in nutritional programming in the swordtail fish *Xiphophorus multilineatus*

**DOI:** 10.7717/peerj.3275

**Published:** 2017-05-02

**Authors:** Yuan Lu, Charlotte M. Klimovich, Kalen Z. Robeson, William Boswell, Oscar Ríos-Cardenas, Ronald B. Walter, Molly R. Morris

**Keywords:** RNA-Seq, *Xiphophorus multilineatus*, Transcriptome, Energy homeostasis

## Abstract

**Background:**

Nutritional programming takes place in early development. Variation in the quality and/or quantity of nutrients in early development can influence long-term health and viability. However, little is known about the mechanisms of nutritional programming. The live-bearing fish *Xiphophorus multilineatus* has the potential to be a new model for understanding these mechanisms, given prior evidence of nutritional programming influencing behavior and juvenile growth rate. We tested the hypotheses that nutritional programming would influence behaviors involved in energy homeostasis as well gene expression in *X. multilineatus.*

**Methods:**

We first examined the influence of both juvenile environment (varied in nutrition and density) and adult environment (varied in nutrition) on behaviors involved in energy acquisition and energy expenditure in adult male *X. multilineatus*. We also compared the behavioral responses across the genetically influenced size classes of males. Males stop growing at sexual maturity, and the size classes of can be identified based on phenotypes (adult size and pigment patterns). To study the molecular signatures of nutritional programming, we assembled a *de novo* transcriptome for *X. multilineatus* using RNA from brain, liver, skin, testis and gonad tissues, and used RNA-Seq to profile gene expression in the brains of males reared in low quality (reduced food, increased density) and high quality (increased food, decreased density) juvenile environments.

**Results:**

We found that both the juvenile and adult environments influenced the energy intake behavior, while only the adult environment influenced energy expenditure. In addition, there were significant interactions between the genetically influenced size classes and the environments that influenced energy intake and energy expenditure, with males from one of the four size classes (Y-II) responding in the opposite direction as compared to the other males examined. When we compared the brains of males of the Y-II size class reared in a low quality juvenile environment to males from the same size class reared in high quality juvenile environment, 131 genes were differentially expressed, including metabolism and appetite master regulator *agrp* gene.

**Discussion:**

Our study provides evidence for nutritional programming in *X. multilineatus*, with variation across size classes of males in how juvenile environment and adult diet influences behaviors involved in energy homeostasis. In addition, we provide the first transcriptome of* X. multilineatus*, and identify a group of candidate genes involved in nutritional programming.

## Introduction

Nutritional quality and quantity during critical windows in early development can influence health and viability into adulthood (Lucas, 1994; Symonds et al., 2007). The mechanisms that link nutrition during fetal life and infancy to permanent physiological changes that promote disease are poorly understood. To identify individuals that are most likely to benefit from specific disease management strategies, as well as to develop additional measures to delay or prevent progression of obesity associated diseases, a better understanding of the molecular mechanisms involved in nutritional programming is required.

In the current study, we examine nutritional programming in *Xiphophorus multilineatus*. One of the benefits of examining diseases in new species is the potential for uncovering evolved adaptations to particular environmental (i.e., resources during development) and/or physiological (i.e., obesity) conditions. For example, domestic pigs are selected for fast growth and fat deposition but do not develop hyperglycemia (Gerstein & Waltman, 2006; Whitfield, 2003), unlike wild pigs (Dyson et al., 2006). By exploring these adaptations in nontraditional or “evolutionary mutant” models (Albertson et al., 2009), new disease-causing and disease-modifier genes may be identified (Schartl, 2014). In addition, the more complex the pathways involved in a disorder, the more likely there will be genetic variation influencing those pathways. Given that human metabolic disorders involve interactions between complex pathways and environmental factors, it will be important to study species with some of the same complexities observed in humans, to better understanding the various gene by environment interactions of metabolic disorders.

*Xiphophorus* is a freshwater fish genus comprised of 26 species. These fishes live in drainages in eastern Mexico, Guatemala, Belize and Honduras, with most of the described species living in Mexico. *Xiphophorus* species have long served as useful animal models to fish behavioral study and cancer genetic research (Schartl et al., 2013). Their unique pigmentation patterns and phenotypes, such as extension of the caudal fin (swordtail), as well as their ability to produce viable and fertile interspecies hybrids, have allowed researchers to sort out genetic interactions in successive generations. Swordtail fishes exhibit natural variation in traits associated with obesity and metabolic diseases (Kallman & Kazianis, 2006), including variation in the propensity to develop a unique fat deposition phenotype (nuchal hump; Rauchenberger, Kallman & Morizot, 1990). There is also variation within some species in the age/size at which males reach sexual maturity, when growth ceases. This variation is attributed to functional and non-signal transducing versions of *Mc4r* gene as well as the copy number variation of this gene on the Y-chromosome (Lampert et al., 2010; Schartl et al., 2011). The genetically influenced size classes of males within *X. multilineatus* (Y-s, Y-I, Y-II and Y-L, Kallman, 1989) have also been shown to differ in their growth rate responses to diet, with males from one of the four size classes (Y-II males) growing faster on a high quality diet than males from the other three size classes (Morris et al., 2012).

Nutritional programming has been previously demonstrated in *X. multilineatus* (D’Amore, Rios-Cardenas & Morris, 2015; Murphy, Goedert & Morris, 2014). Swordtail fishes are live-bearing and retain fertilized eggs inside the female body, resulting in birth to a brood of free-swimming fry. *Xiphophorus multilineatus* mothers reared on a high-quality diet produced offspring that were larger, grew faster, and were larger at sexual maturity compared to offspring produced from a poor-quality maternal nutrition background (Murphy, Goedert & Morris, 2014). Maternal nutritional quality also influenced the relationship between boldness (feeding rate in the presence of a predator) and aggression in *X. multilineatus*, such that offspring with mothers reared on high quality diets were less bold (D’Amore, Rios-Cardenas & Morris, 2015). Given that boldness allows a fish to feed even in the presence of a predator, sons from high-quality maternal environments that were larger at birth could potentially afford to be less bold and forgo foraging when conditions are dangerous. Another important behavior involved in energy homeostasis that influences energy intake is feeding rate. Feeding rate can be easily quantified in swordtails, is highly repeatable, a good measure of food intake, and correlated with juvenile growth rates in *X. multilineatus* (MR Morris et al., 2016, unpublished data).

To test our hypotheses that nutritional programming would influence behaviors involved in energy homeostasis, we examined the influence of both juvenile and adult environments on the expression of two behaviors involved in energy homeostasis, energy intake (feeding rate) and energy expenditure (movements) in *X. multilineatus*. To test our hypothesis that nutritional programming would influence gene expression in the brain, we performed gene expression profiling using RNA-Seq on brain samples from *X. multilineatus* individuals having different juvenile nutritional backgrounds. We specifically examined brain tissue due to the established role of neurons in the brain (i.e., arcuate nucleus in the hypothalamus) as sensors of energy stores and initiators of behavioral and metabolic responses to help maintain energy homeostasis (Barsh & Schwartz, 2002). We *de novo* assembled a transcriptome to provide transcript sequence reference that represents this species (see Fig. S1). The transcriptome of *X. multilineatus*, in addition to *X. maculatus, X. hellerii* and *X. couchianus* (Schartl et al., 2013; Shen et al., 2016), facilitates robust and accurate comparison among *Xiphophorus* species.

## Material and Methods

### Fish

The *X. multilineatus* used in the nutritional/behavioral study were *F*_2_ laboratory reared from wild-caught females, collected from the Rio Tambaque, San Luis Potosi, MX. All fish used in nutritional/behavioral study were kept and handled in accordance with protocol approved by Ohio University IACUC (NIH Assurance number A3610-01). Males from all four described size classes (*Y-s, Y-I, Y-II and Y-L*; Kallman, 1989), identified by adult male size and pigment patterns, were included in the nutritional/behavioral study. The *X. multilineatus* sequenced in this study for the transcriptome assembly were supplied by the *Xiphophorus* Genetic Stock Center (For contact information, see: http://www.xiphophorus.txstate.edu/). The *X. multilineatus* stock is maintained by sibling inbreeding for over 20 generations. At dissection, fish are anesthetized in an ice bath and upon loss of gill movement are sacrificed by cranial resection. Organ are dissected directly into TRI-Reagent (Sigma Inc. St. Louis) placed in a dry ice-ethanol bath if the RNA is isolated at the time of dissection, or into RNAlater (Ambion Inc.) and kept at −80° for later use. All fish used in transcriptome assembly were kept and samples taken in accordance with protocol approved by IACUC (IACUC2015107711).

### Nutritional/density treatments

Fish were reared in two different juvenile environments, which varied in food quantity and density) and on two different adult diets, which varied in food quantity, and quality (primarily in the amount of protein; Chong et al., 2004). Low quality juvenile environment fish (LQJE, *N* = 23) were housed in group-tanks from birth (densities > 6 fish per liter). Fish in this group were fed Tetramin once a day; high quality juvenile environment fish (HQJE, *N* = 34) were housed individually in 2.5 L tanks after 14 days of age, and were fed Tetramin and brine shrimp, *ad libitum.* For the adult treatments, adult males from both juvenile treatments were individually housed in 2.5 L tanks and placed on one of two adult diets: fish in the low quality adult environment (LQAE, *N* = 33) were given Ken’s Premium Spirulina flakes once a day (crude protein 45.0% min, crude fat 9.0% min, crude fiber 1.6% max, moisture 9.0% max); Fish in the high quality adult environment (HQAE, *N* = 24) received Spirulina flakes once a day, brine shrimp once a day (Brine Shrimp Direct; protein 55%, fat 14%, ash 8.1%, and moisture 7%), and bloodworms (Hikari; crude protein 6.0% min, crude fat 0.5% min, crude fiber 0.9% max, moisture 89.0% max, phosphorous 0.01% min) once a day. The adult treatments were maintained for five weeks. Rooms where fish were housed were maintained at approximately 22 °C on a 13-h: 11-h light/dark cycle.

### Behavioral assays

We examined two behaviors that play key roles in energy homeostasis, feeding rate (energy intake) and movement (energy expenditure) across fish from all of the four combinations of nutritional treatments (HQJE/HQAE; LQJE/HQAE; HQJE/LQAE and LQJE/LQAE). To test for feeding rate, fish were first acclimated to eating the Nishikoi Wheat Germ Koi food pellet for five days during the fourth week of the diet treatment. After this period, fish were fasted for 24 h before being tested for bite rate. The test consisted of placing a floating food pellet in the home tank and counting the number of times the fish took a bite of the pellet over a 5-min period. Bite rate measured in adults is be repeatable, a good indicator of food intake, and correlated with juvenile growth rate (MR Morris et al., 2016, unpublished data). Energy expenditure was measured after four weeks of the adult diet as well. Fish were placed in a 76-l aquarium that was visually divided into 10 equal sections. After a 5-min acclimation period, the number of times the fish moves into a new section of the tank was counted over a 5-min observation period.

Because the response variable feeding rate did not meet the assumptions of normality and homoscedasticity, we used a Generalized Linear Model (GzLM) with a Poisson distribution and a log link to examine the effects of juvenile environment and adult diet as the independent factors and movements as a covariable. In the case of the response variable movement, we used a GzLM with a normal distribution and an identity link, as the data met the assumptions of normality and homoscedasticity. Here we also included juvenile environment and adult diet as the independent factors, but in this case feeding rate was the covariable. In both cases we found the minimal adequate model for each analyses using a model simplification based on the Akaike’s Information Criterion (AIC). Models were discarded based on the criteria of a difference of more than two Akaike points from the minimal model.

### RNA isolation and RNA sequencing

For transcriptome assembly, brain, liver, skin, testis and gonad were dissected from two individual fish for RNA isolation. To examine differences in gene expression due to juvenile environment, we selected four Y-II size class males to control for differences in growth rate strategies across size classes (Morris et al., 2012). Two were from the high quality juvenile environment (HQJE; see above) and two were from the low quality juvenile environment (LQJE; see above). All four males were from the HQ adult diet treatment. Entire brains were dissected from these four animals. Total RNA from these tissue samples was isolated as previously detailed (Lu et al., 2015; Walter et al., 2015) using TRI-Reagent (Sigma Inc., St. Louis, MO, USA). Tissue samples were homogenized in TRI-Reagent followed by addition of 200 µl/ml chloroform and the samples vigorously shaken and subjected to centrifugation at 12,000 g for 5 min at 4 °C. Total RNA was further purified using RNeasy mini RNA isolation kit (Qiagen, Valencia, CA, USA). Residual DNA was eliminated by performing column DNase digestion at 25 °C for 15 min. Total RNA concentration was determined using a Qubit 2.0 fluorometer (Life Technologies, Grand Island, NY, USA). RNA quality was verified on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) to confirm that RIN scores were above 8.0 prior to sequencing.

RNA sequencing was performed upon libraries constructed using the Illumina TruSeq library preparation system (Illumina, Inc., San Diego, CA, USA). For transcriptome assembly, a sequencing library was constructed for each individual tissue. For differential gene expression analyses between *X. multilineatus* individuals reared in different juvenile environment, sequencing library was constructed for each brain sample. RNA libraries were sequenced as 100bp pair-end fragments using Illumina Hi-Seq 2000 system (Illumina, Inc., San Diego, CA, USA).

### *De novo* transcriptome assembly

After sequencing, sequencing adaptor sequences were removed from raw sequencing reads. The processed reads were subsequently trimmed and filtered based on quality scores by using a custom filtration algorithm that removes low-scoring sections of each read and preserved the longest remaining fragment (Garcia et al., 2012). A total of 286 million pair-end sequencing reads and 149 million un-paired sequencing reads from all sequenced tissues remained for transcriptome *de novo* assembly. Paired-end sequencing reads were first shuffled into one file using velvet (version 1.2.10) shffleSequences_fastq.pl scripts. *De novo* transcriptome assembly was processed in two steps. Velvet v1.2.10 was used to assemble combined paired-end and un-paired reads (Zerbino & Birney, 2008). We first used k-mer sizes from 55 to 73 and compared contigs assemblies produced from different k-mer sizes to identify the assembly with the longest N50 length. Contig sequences shorter than 500 nt were filtered out from velvet output. K-mer size of 73 produced longest contig N50 length of 875 nt and contigs sequences generated by this k-mer length were subjected for transcript assembly. Next, Oases v0.2.08 was employed to perform the final assembly and report putative transcripts and splice variants, with minimum transcript length set at 500 nt and other parameters set at default values (Schulz et al., 2012). A final assembly having 93,668 transcripts with an N50 of 4,224 nt and a total size of 281.7Mb was produced for *X. multilineatus*.

To eliminate differences between the *X. multilineatus* transcriptome and other *Xiphophorus* species (i.e., *X. maculatus*) transcriptome, and to create a level playing field for accessing polymorphisms between *X. multilineatus* and *X. maculatus*, the transcriptome of *X. multilineatus* was aligned to well characterized *X. maculatus* transcriptome using BLASTN (*e*-value < 1E−10; Shen et al., 2016). Custom Perl scripts were used to identify the best hits and extract aligned regions of the two transcriptomes. There were 18,872 best-hit groups (92% of *X. maculatus* reference sequences) with an N50 of 2,609 nt and a total size of 36.9 Mb. These best-hit homologous sequences of *X. multilineatus* transcriptome are used as reference transcriptome for gene expression profiling in this study.

### Identification of variants between *X. multilineatus* and *X. maculatus*

*X. maculatus* reference transcriptome was downloaded from http://ftp.ensembl.org/pub/release-80/fasta/xiphophorus_maculatus/cdna/Xiphophorus_maculatus.Xipmac4.4.2.cdna.all.fa.gz. Five hundred and sixty-nine manually annotated genes were compared with the Ensembl transcriptome and sequences missed from Ensembl assembly were added to the enhanced version of *X. maculatus* transcriptome (https://viewer.xgsc.txstate.edu/data/transcriptomes/). RNA-Seq short sequencing reads of *X. multilineatus* were aligned to the enhanced version of *X. maculatus* transcriptome using Bowtie2 v2.2.4.0 (Bowtie2 reference: fast gapped-read alignment with Bowtie 2; Langmead & Salzberg, 2012). An alignment file was sorted and pileup file was generated using samtools (Li et al., 2009). SNP and InDels were identified using VarScan (*p* < 0.05; Koboldt et al., 2012).

### Assessment of transcriptome assembly completeness

Benchmarking Universal Single-Copy Orthologs (BUSCO) was utilized to assess the completeness of the assembled transcriptome with default parameter (Simao et al., 2015; http://busco.ezlab.org/). The *X. maculatus* homolog gene annotated *X. multilineatus* transcriptome was compared against the vertebrate BUSCO references (vertebrata_odb9).

### Differential gene expression analysis

The trimmed and filtered sequencing reads of *X. multilineatus* from the nutritional and behavioral study were aligned to the *X. multilineatus* transcriptome using Bowtie2 (Langmead & Salzberg, 2012). Custom Perl scripts were used to count sequencing reads that mapped to reference transcript sequences (Lu et al., 2015). Library size calculation, dispersion estimation and differentially expressed genes were analyzed using R statistical package edgeR (Robinson, McCarthy & Smyth, 2010). The genes that were altered at least 2 fold between LQJE and HQJE individuals with a *p*-value less than 0.01 (Log_2_FC ⩾ 1 or Log_2_FC ⩽ −1, *p* ⩽ 0.01).

### Gene Ontology analysis

*Xiphophorus* Ensembl gene IDs were converted to human homolog gene Ensembl gene IDs and gene symbol using R-Bioconductor package BiomaRt. Gene Ontology (GO) term of each gene was retrieved from human genome database (org.Hs.eg.db). All genes that have a GO term were collected as background genes. Over-represented GO terms were tested using hypergeometric test by R-Bioconductor package GOstat (ontology = Biological Process, *p* value cutoff = 0.001, count ≥ 5; Beissbarth & Speed, 2004). Over-represented GO categories were subsequently submitted to Revigo (http://revigo.irb.hr/) for GO term summarization.

**Table 1:** The minimal adequate model (based on the Akaike’s Information Criterion, AIC) for two behaviors involved in energy homeostasis.

Source	Chi square likelihood ratio	*DF*	*P*
(A) Feeding rate (energy intake)			
Intercept	17.63	1	<0.001
Size class	168.81	3	<0.001
Size class*J. Environ	411.84	3	<0.001
Size class*adult diet	91.96	2	<0.001
Size class*movements	131.8	4	<0.001
(B) Movements (energy expenditure)			
Intercept	63.6	1	<0.001
Adult diet	3.29	1	0.07
Size class* adult diet	14.13	4	0.007

**Notes.**

J. environment Juvenile environment Size class genetically influenced adult male size class

**Figure 1:**
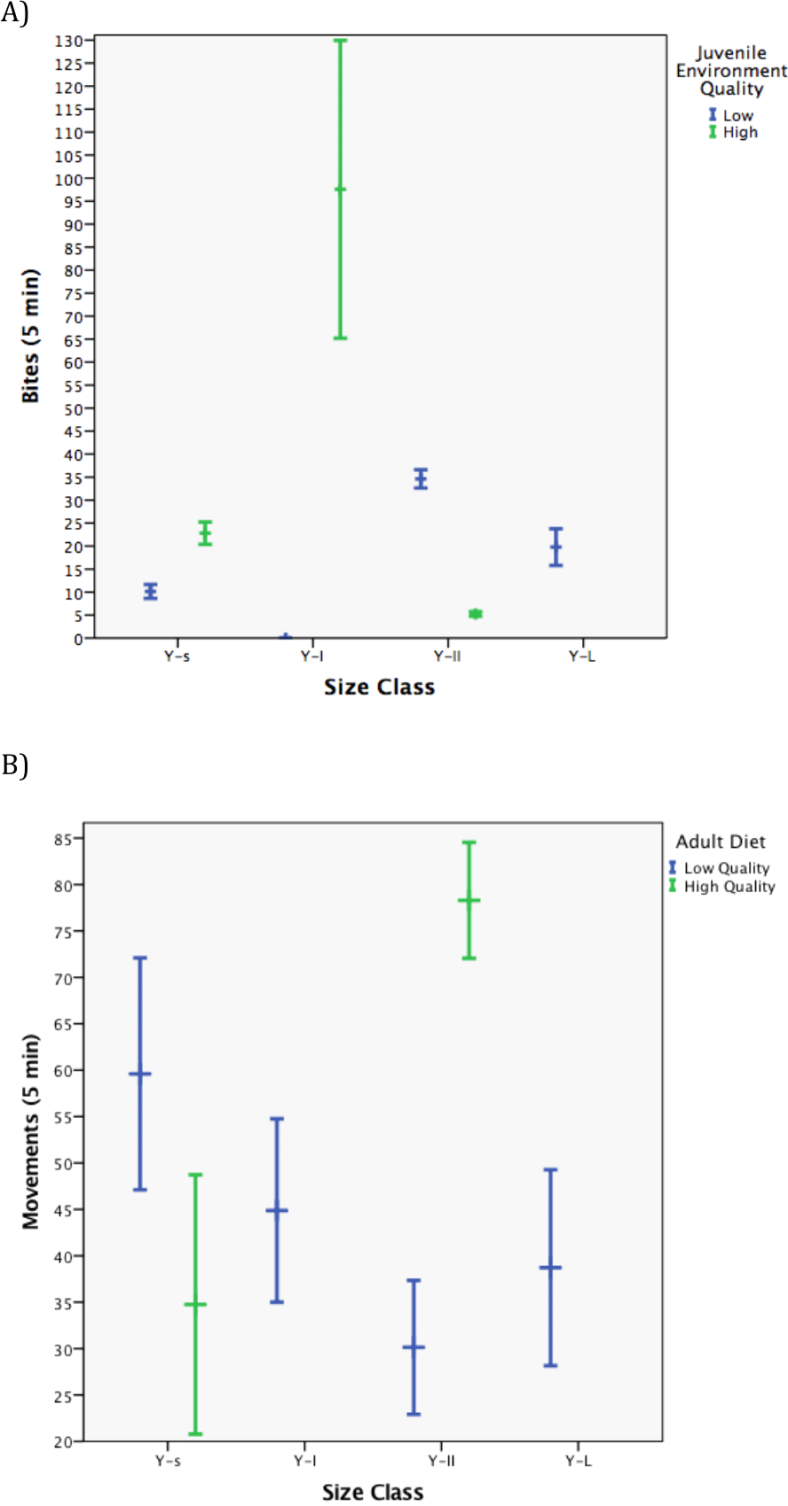
Influence of juvenile and adult environment on behaviors involved in energy homeostasis. (A) Marginal means for energy intake (bites/5 min = feeding rate) across size classes of males (genotypes) reared in two different juvenile environments. (B) Marginal means in energy expenditure (movements = activity level) across size classes of males (genotypes) placed as adults on two different diets.

## Results

### Behaviors

We tested the hypothesis that the quality of juvenile environment and/or adult diet would influence behaviors involved in energy homeostasis using two generalized linear models. Size class (GzLM: likelihood χ^2^_3_ = 168.8, *P* < 0.001), an interaction between size class and adult diet (GzLM: likelihood χ^2^_2_ = 91.96, *P* < 0.001), and an interaction between size class and juvenile environment (GzLM: likelihood χ^2^_3_ = 411.84, *P* < 0.001) influenced energy intake (feeding rate, Table 1A). On examination of the marginal means, Y-II size class males had higher rates of the energy intake behavior (bites/5 min) when reared in LQJE as compared to HQJE, while Y-s and Y-I size class males had higher rates of the energy intake behavior when reared in a HQJE as compared to LQJE (Fig. 1A). An interaction between size class and adult diet influenced energy expenditure (movements, GzLM: likelihood χ^2^_4_ = 14.13, *P* < 0.007, Table 1B). Males from the Y-II size class had a higher rate of energy expenditure in the HQAE as compared to LQAE, and than males from the Y-s size class in the HQAE (Fig. 1B).

**Figure 2:**
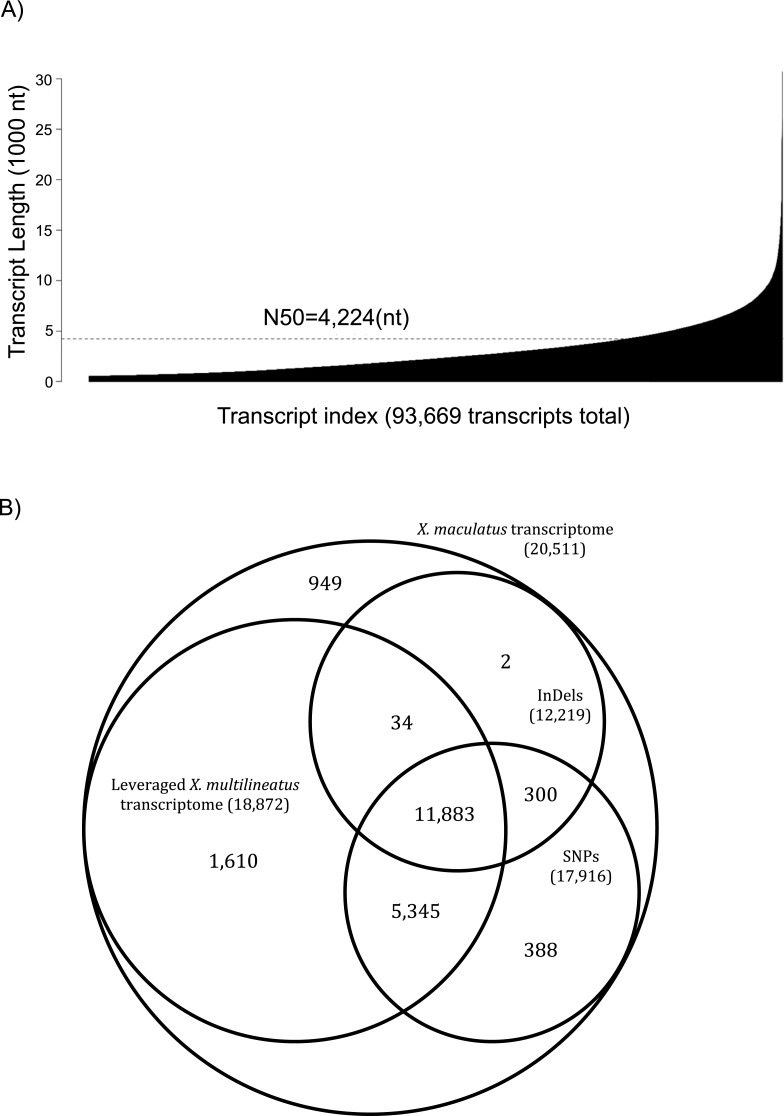
Assembly statistics and sequence variations for the *X. multilineatus* transcriptome. (A) Contigs were first build by Velvet using different k-mer sizes. Subsequently, the assembled contigs were organized to construct transcripts and splicing isoforms using Oases. Oases reported 95,668 putative transcripts, with N50 of 4,224 bp and a size of 281.7 Mb. (B) The *de novo X. multilineatus* transcriptome were aligned to the *X. maculatus* transcriptome using BLASTN. The best reciprocal hits were subsequently determined using custom Perl scripts. Longest best homologous sequences were extracted to form a leveraged *X. multilineatus* transcriptome. 18,872 of 20,511 *X. maculatus* transcripts (or 92% of *X. maculatus* gene models) were presented in *X. multilineatus* transcriptome. The sequencing reads used in *de novo* transcriptome construction was aligned to *X. maculatus* reference transcriptome to distinguish sequence variances between these two species. A total of 409,116 (409,116 SNPs and 41,896 InDels) sequence variants were distinguished from 17,952 genes.

### *X. multilineatus* transcriptome

Next we performed gene expression profiling of brains in adult Y-II males, to capture gene expression differences between Y-II males that are associated with their different juvenile environment. To best represent transcript sequences of *X. multilineatus,* we sequenced mRNA of various *X. multilineatus* tissues, including liver, brain, skin, testis and gonad. The transcriptome for *X. multilineatus* was assembled using a completely *de novo* approach. Velvet and Oases assembling algorithm produced a *X. multilineatus* assembly of 93,668 transcripts that belong to 38,114 locus group with an N50 of 4,224 nt, and a total size of 281.7 Mb (Fig. 2A). One of the major goals of producing transcriptomes beyond this project is to provide *X. multilineatus* reference sequences (https://viewer.xgsc.txstate.edu/data/transcriptomes/). To adopt gene annotation to the assembled transcripts for further gene expression profiling, the *de novo X. multilineatus* transcripts were aligned with the well characterized *X. maculatus* transcriptome. *De novo X. multilineatus* transcriptome was first aligned to *X. maculatus* transcriptome (BLASTN, *e*-value cutoff of 1E−10). The reciprocal best hits were subsequently determined using custom Perl scripts extracting the longest best homologous sequences from *X. multilineatus* assembly. Alignment and trimming steps resulted an *X. multilineatus* transcriptome consisting of 18,872 transcripts and a total size of 36.9 Mbp. Transcriptome assembly completeness assessment using BUSCO showed the *X. multilineatus* is 83.3% completed (81.2% complete and single copy BUSCOs; 2.1% complete and duplicated BUSCOs; 9.2% fragmented BUSCOs, 7.5% missing BUSCOs). This leveraged *X. multilineatus* transcriptome corresponds to 92% of gene number and 68% of total length of Ensembl *X. maculatus* reference transcriptome (Fig. 2B). Additionally, by aligning *X. multilineatus* short-sequencing reads to *X. maculatus* reference sequences, we identified a total of 451,725 variants in which 409,613 were SNPs from 17,916 *X. maculatus* reference transcripts (*p* < 0.05). InDels accounted 41,896 variants that were from 12,219 *X. maculatus* reference transcripts (*p* < 0.05). The overall polymorphisms rate between these two species is about 1 variant in about 81 nt.

### Differential gene expression

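Whole brains were taken from adult Y-II males kept on the high quality adult diet, and each brain was sequenced as a library of its own. There were 2 HQJE males (fish 15 and 11) and 2 LQJE males (fish 17 and 18). The authors trimmed and filtered the reads, aligned them with Bowtie2 to the 18872 X. multilineatus transcripts that have a best match among the transcripts of X. maculatus, and counted the reads on each transcript with their own scripts. The deposited values are these counts, without normalization. How reads that match several transcripts were counted is not given in the sources used here, so the counts of near-identical copies could be split between them. The counts summed to 21700462 in HQJE fish 15, 21321437 in HQJE fish 11, 14260762 in LQJE fish 17 and 25531496 in LQJE fish 18. The 10 most abundant transcripts of a brain took between 6.68% and 8.14% of its counts. Every pair of brains, within a group or between groups, differed by more than the sampling noise (chi-square per degree of freedom between 14.9 and 29.7 over transcripts with at least 10 counts in the pair), so no pair is 1 library sequenced again. Each brain is a sample of its own by its label. No count was recorded in any brain for 398 transcripts, and the remaining 18474 transcripts were tested. Counts were scaled with the TMM method of edgeR, whose factors lay between 0.967 and 1.04, and the groups were compared with the quasi-likelihood test of edgeR at the threshold of the paper (unadjusted p of 0.01 or less and a log2 fold change, HQJE over LQJE, of at least 1 in either direction). The paper's text names edgeR but not which of its tests was used. Expression is given as CPM, computed by edgeR from the counts and the TMM-scaled library sizes. A count of 0 in 1 brain allows up to 3 counts, which is between 0.120 and 0.217 CPM in these brains, for counting error only. Transcripts carry X. maculatus identifiers, and gene names were taken from Table S1, which gives one for 97 of its 131 transcripts.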

Four Y-II males that differed in their juvenile environment (two HQJE males, two LQJE males), but not adult treatment (all HQAE treatment) were subsequently examined for differences in brain gene expression profiles. A total of 131 genes were differentially expressed between HQJE males and LQJE males (Fig. 3A; Table S1). 

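At this threshold the quasi-likelihood test called 35 of the 18474 transcripts, and 32 of these are among the 131 transcripts of Table S1. No transcript reached an adjusted p of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the lowest adjusted p was 0.576, and 1403 transcripts had an unadjusted p of 0.05 or less. The result moved with the test. The edgeR exact test called 133 transcripts and gave 35 at an adjusted p of 0.05 or less, the edgeR likelihood ratio test called 121 and gave 42, and the DESeq2 Wald test called 53 and gave 79, none of which changed by 2-fold or more. It also moved with single brains. The quasi-likelihood test called 75 transcripts without LQJE fish 17, 348 without LQJE fish 18, 56 without HQJE fish 15 and 66 without HQJE fish 11, and of the 35 transcripts called with all brains 17, 11, 14 and 13, respectively, were kept. All 131 transcripts of Table S1 changed in the direction that Table S1 gives. Table S1 came from these same brains, so this is not independent support for the direction. In the quasi-likelihood test the unadjusted p of these 131 transcripts was at most 0.111, and 77 of them had one of 0.05 or less. In each of the 35 called transcripts both brains of one group were higher than both brains of the other. For 2 brains against 2, 33.3% of transcripts separate in this way by chance. The called transcripts were selected by their difference between these same brains, so their separation is not a test against chance. Among the called transcripts the smallest p belonged to pvalb1 (ENSXMAT00000014707), with 6.21 ± 0.164 CPM (SD, n = 2) in HQJE fish and 17.8 ± 0.503 CPM (SD, n = 2) in LQJE fish. Its log2 fold change was -1.51 (standard error 0.154). After pvalb1 came zgc:63489 with a log2 fold change of -1.89 (standard error 0.251), abcb11b with 1.36 (standard error 0.183), ACSBG1 with -1.62 (standard error 0.224) and spcs3 with -6.12 (standard error 0.870), each at an adjusted p of 0.622 in edgeR's quasi-likelihood test. The spcs3 transcript, which also has the smallest p in Table S1, had 4 and 0 counts in the HQJE brains and 62 and 222 counts in the LQJE brains. Among called transcripts with at least 10 counts in both brains of the higher group, large changes were also seen in pvalb4, at 0.837 ± 0.669 CPM (SD, n = 2) in HQJE fish and 7.02 ± 1.11 CPM (SD, n = 2) in LQJE fish, and in SLC9A3R2, at 3.99 ± 1.04 CPM (SD, n = 2) in HQJE fish and 0.833 ± 0.0516 CPM (SD, n = 2) in LQJE fish.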

Eighty-three genes were lower expressed in HQJE fish (Log_2_ (HQJE fish gene expression/LQJE fish gene expression) ≤1, *p* < 0.01), and forty-eight genes were higher expressed in HQJE fish (Log_2_ (HQJE fish gene expression/LQJE fish gene expression) ≥1, *p* < 0.01). 

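Of the transcripts called by the quasi-likelihood test, 26 were lower expressed and 9 were higher expressed in HQJE fish, so that 74.3% were lower. With library sizes alone and no TMM scaling, 21 were lower and 19 were higher, so that 52.5% were lower. The direction of the majority also depended on single brains. Without HQJE fish 15 the quasi-likelihood test with TMM scaling called more higher than lower transcripts. Among the 83 lower expressed transcripts of Table S1, 23 were called, and among the 48 higher expressed transcripts 9 were called. The groups did not overlap in 48 of the 83 lower transcripts (57.8%) and in 34 of the 48 higher transcripts (70.8%), against 39.9% of all tested transcripts and 33.3% by chance. The transcripts of Table S1 were chosen on these same brains. In 42 of the 83 lower transcripts a single brain held more than 75% of the summed CPM of the 4 brains, which was LQJE fish 17 for 30 transcripts and LQJE fish 18 for 12. In the 48 higher transcripts this was so for 16, carried by HQJE fish 15 in 6 and by HQJE fish 11 in 10. With the edgeR exact test and fish 17 left out, 38 of the 83 lower transcripts and 21 of the 48 higher transcripts were still past the threshold in the same direction. Without fish 18 these numbers were 60 and 28, without fish 15 they were 21 and 27, and without fish 11 they were 14 and 20.

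**Figure D1:**
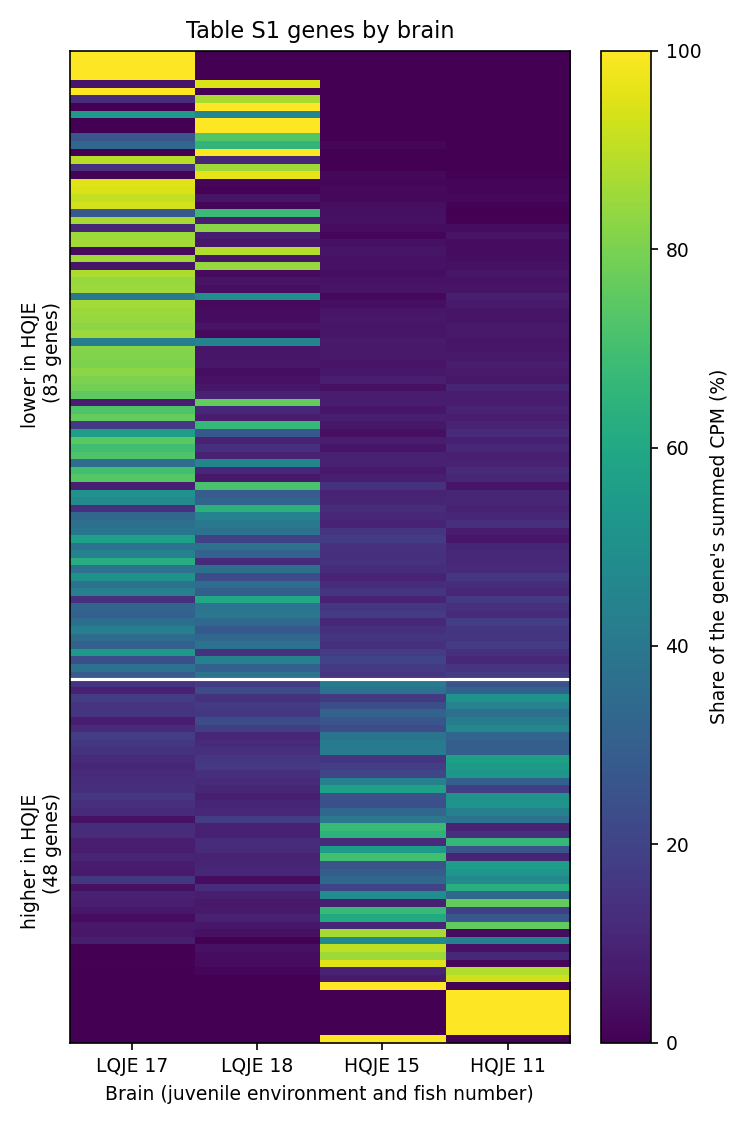
Share of each Table S1 gene's summed CPM (colour, in percent) held by each of the 4 brains (columns). Rows are the 131 transcripts in the order of the log2 fold change in Table S1, and the white line parts the 83 lower from the 48 higher expressed transcripts in HQJE fish. Bright cells mark transcripts read mostly in 1 brain, 30 of them in LQJE fish 17.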

Gene Ontology (GO) analysis showed these differentially expressed genes fell into 31 GO categories (count ≥ 5, *p* < 0.001; Table 2). These GO categories formed 3 functionally interrelated clusters, including cluster I (response to external stimulus, response to oxidative stress, response to toxic substance, response to reactive oxygen species, and response to glucocorticoid), cluster II (regulation of multicellular organismal process, negative regulation of multi-organism process, negative regulation of protein kinase activity, negative regulation of multicellular organismal process, muscle contraction and single fertilization) and cluster III (peptide secretion, and insulin secretion; Fig. 3B).

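Table 2 lists 66 different human gene names in its 31 categories, and Table S1 pairs them with 62 fish transcripts, 39 of them lower and 23 higher expressed in HQJE fish. In 9 categories the number of human names is larger than the number of fish transcripts, since Table S1 pairs some transcripts with several human genes. The transcript of mpx is paired with human MPO, EPX and LPO, and it had 12.8 ± 6.35 CPM (SD, n = 2) in HQJE fish and 4.04 ± 1.77 CPM (SD, n = 2) in LQJE fish. Its log2 fold change was 1.69 (standard error 0.460, adjusted p = 0.622 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The category response to oxidative stress holds 10 human names from 8 transcripts, and response to toxic substance holds 6 human names from 4 transcripts. In the quasi-likelihood test 18 of the 62 transcripts were past the threshold, 14 lower and 4 higher expressed. In 22 of the 62 a single brain held more than 75% of the summed CPM. The enrichment itself was not recomputed, because the GO annotation of the background transcripts was not used here.

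**Figure D2:**
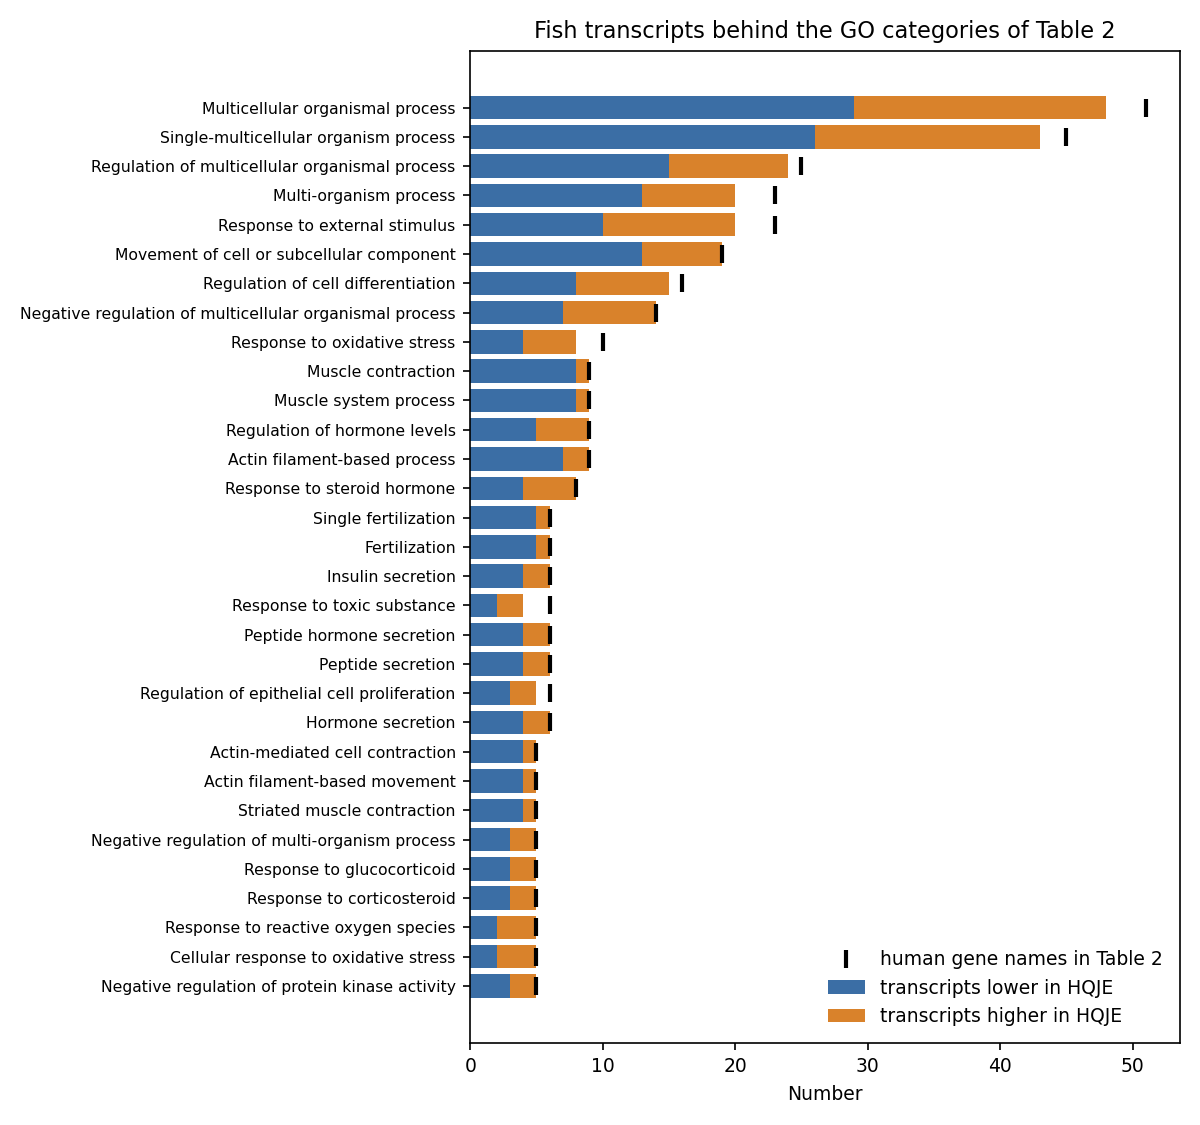
Number of fish transcripts behind each of the 31 GO categories of Table 2 (bars, from 0), divided into transcripts lower and higher expressed in HQJE fish, with the number of human gene names in the category as a black mark. The mark lies beyond the bar in 9 categories.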

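The categories named for cluster I hold 25 fish transcripts, 12 lower and 13 higher expressed in HQJE fish, and 6 of them were past the threshold in edgeR's quasi-likelihood test. Those of cluster II hold 33 transcripts, 22 lower and 11 higher, of which 12 were past the threshold. Those of cluster III hold 6 transcripts, 4 lower and 2 higher, and the only one past the threshold was spcs3. In muscle contraction 8 of 9 transcripts were lower expressed in HQJE fish and 5 of 9 were past the threshold. Among them tnnt3a, a fast skeletal muscle troponin, had 2.77 ± 0.141 CPM (SD, n = 2) in HQJE fish and 8.02 ± 0.134 CPM (SD, n = 2) in LQJE fish. The CPM of tnnc2 was 0.793 ± 0.0357 (SD, n = 2) in HQJE fish and 2.73 ± 0.585 (SD, n = 2) in LQJE fish, and that of myl1 was 1.97 ± 0.234 (SD, n = 2) and 4.72 ± 0.531 (SD, n = 2), respectively. The exception in direction was atp1a1a.5, with 11.4 ± 2.43 CPM (SD, n = 2) in HQJE fish and 4.60 ± 0.873 CPM (SD, n = 2) in LQJE fish. In response to oxidative stress 1 of 8 transcripts was past the threshold, trpc6b, at 12.2 ± 1.37 CPM (SD, n = 2) in HQJE fish and 4.93 ± 1.74 CPM (SD, n = 2) in LQJE fish. In response to glucocorticoid 2 of 5 transcripts were past it, ACSBG1 and tk1. Among the 6 transcripts of insulin secretion, acvr2b, listed as higher expressed in HQJE fish, had 18 counts in fish 15 and 0 counts in the other brains. The transcript anxa1c belongs to all 4 of these categories, and its counts were 47 and 700 in LQJE fish 17 and 18 and 122 and 49 in HQJE fish 15 and 11.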

**Figure 3:**
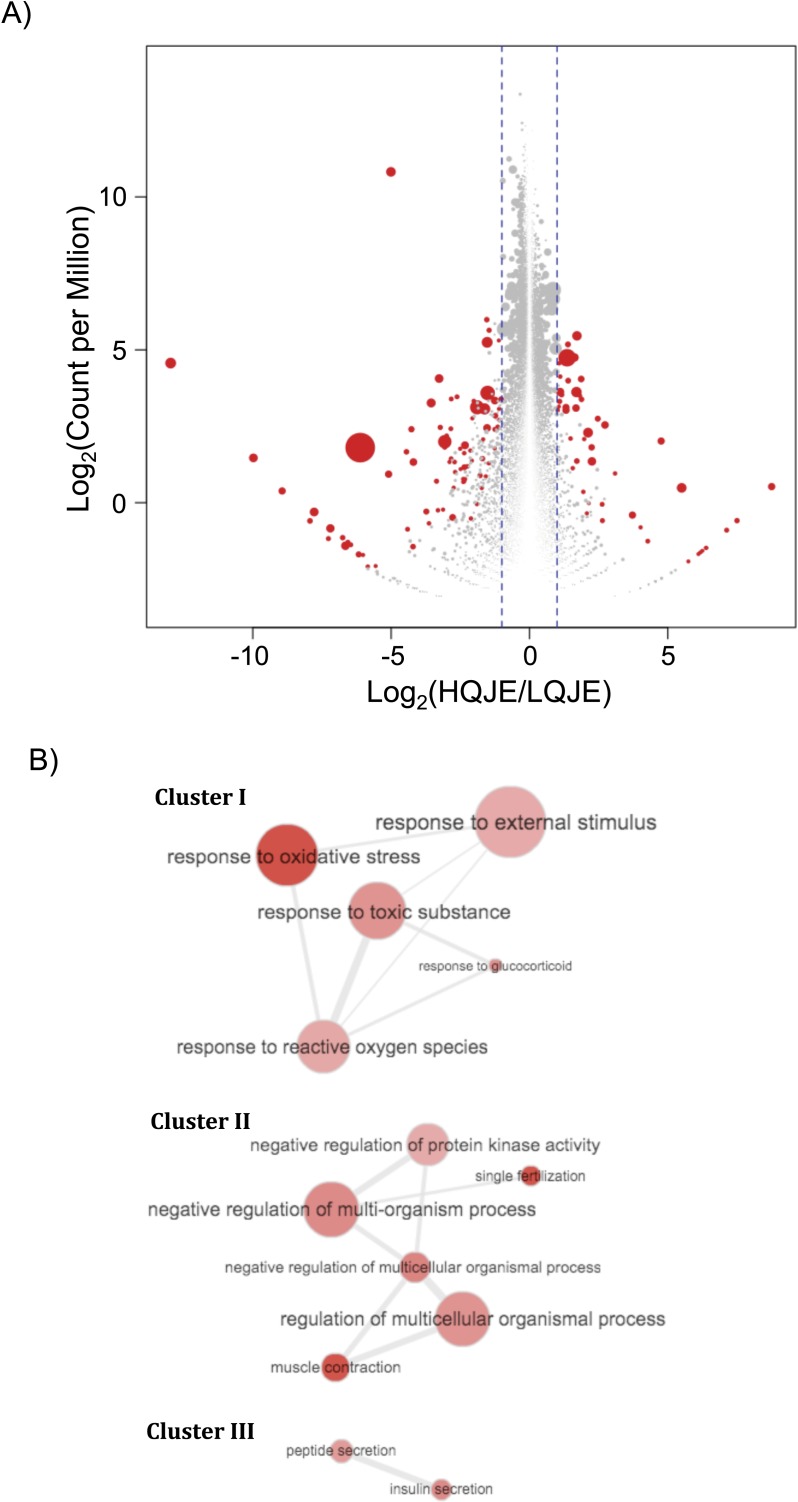
Differential gene expression between HQJE and LQJE Y-II male *X. multilineatus*. (A) Brains of four *X. multilineatus* Y-II males (two were reared in High Quality Juvenile Environment, or HQJE; two reared in Low Quality Juvenile Environment, or LQJE) were sequenced using RNA-Seq for gene expression profiling. Differentially expressed genes were identified using R/Bioconductor package edgeR (Log2(HQJE/LQJE) ≥ 1 or ≤ 1, *p*-value < 0.01). A total of 131 genes were differentially expressed between HQJE males and LQJE males. 83 genes were lower expressed in HQJE fish, and 48 genes were higher expressed in HQJE fish. Gene expression read-counts differences between HQJE Y-II males and LQJE Y-II males (Log2(Count per Million)) were plotted against Log2(HQJE/LQJE). Red color highlights genes that meet statistical cut-off. Size of the dot is a function of p-value (size −1/10 × Log10 *p*-value). (B) Gene Ontology (GO) categories represented by differentially expressed genes were first retrieved. Thirty-one GO categories showed over-representation by using hypergeomatric test (*p* < 0.001; See Table 2). Three functional interrelated GO clusters were identified. These clusters involves functions as response to external stimulus (Cluster I), response to oxidative stress (Cluster I), response to toxic substance (Cluster I), response to reactive oxygen species (Cluster I), and response to glucocorticoid (Cluster I); regulation of multicellular organismal process (Cluster II), negative regulation of multi-organism process (Cluster II), negative regulation of protein kinase activity (Cluster II), negative regulation of multicellular organismal process (Cluster II), muscle contraction (Cluster II) and single fertilization (Cluster II); and peptide secretion (Cluster III), and insulin secretion (Cluster III).

### Discussion

Research addressing the problem of obesity and the associated metabolic disorders in humans has taken a new direction in recent years, one that considers variation across humans in both the genetic propensity for obesity (Bell, Walley & Froguel, 2005; Walley, Asher & Froguel, 2009), as well as early environmental influences such as nutritional programming (Gluckman & Hanson, 2008). The swordtail fish *X. multilineatus* has the potential to be an important model for understanding the molecular mechanisms behind nutritional programming. We detected influences of both the juvenile and adult environments on energy intake behavior, and influences of the adult environment on energy expenditure. In addition, these responses were different across the genetically influenced size classes of *X. multilineatus*. Males from one of the four size classes (Y-II; Kallman, 1989) responded with higher energy intake behavior as adults if reared in a low quality juvenile environment, while males from other size classes responded to the same environment with lower energy intake behavior. Now that we have provided the first transcriptome of *X. multilineatus*, it is possible to identify groups of candidate genes involved in nutritional programming, as well as to examine differences in their expression across the size classes of males that have the opposite behavioral responses to the same environments.

**Table 2:** Over-representation of Gene Ontology categories.

GOBPID	*P* value	OddsRatio	ExpCount	Count	Size	Term	hsapien_gene_name
GO:0032501	8.43E−03	1.69	39.13	51	7,084	Multicellular organismal process	LYST, COL10A1, SMYD1, GIMAP1, AGRP, DUSP2, TOR1A, ZHX2, ACSBG1, FSCN2, ZBTB20, ANPEP, MYLPF, ANXA1, NR4A1, APOE, IRF1, C2orf71, AFF3, STMN1, LPO, ASTL, MPO, MYL1, ATP1A1, NFIB, NME1, NME2, WEE2, ZBTB7B, TNRC6C, KMT2C, SAG, SLC4A2, TK1, TNNC2, TNNI2, TNNT3, TPH1, TRPC6, XDH, CACNA1A, PDGFD, EPX, MYH13, CACNA1H, BSN, SOCS3, ACVR2B, SLC9A3R2, ISG15
GO:0044707	9.75E−03	1.67	33.59	45	6,081	Single-multicellular organism process	LYST, COL10A1, SMYD1, GIMAP1, AGRP, DUSP2, TOR1A, ZHX2, ACSBG1, FSCN2, ZBTB20, ANPEP, MYLPF, ANXA1, NR4A1, APOE, IRF1, AFF3, STMN1, MPO, ATP1A1, NFIB, NME1, NME2, WEE2, ZBTB7B, TNRC6C, KMT2C, SLC4A2, TK1, TNNC2, TNNI2, TNNT3, TPH1, TRPC6, XDH, CACNA1A, PDGFD, EPX, CACNA1H, BSN, SOCS3, ACVR2B, SLC9A3R2, ISG15
GO:0051239	2.73E−03	2.05	14.22	25	2,575	Regulation of multicellular organismal process	ZHX2, ZBTB20, ANPEP, ANXA1, APOE, IRF1, ASTL, ATP1A1, NFIB, NME1, NME2, WEE2, ZBTB7B, TNNC2, TNNI2, TNNT3, TPH1, TRPC6, XDH, CACNA1A, PDGFD, EPX, CACNA1H, ACVR2B, ISG15
GO:0051704	6.43E−03	1.94	13.54	23	2,451	Multi-organism process	MICA, LYST, AGRP, UBR4, ANPEP, APOE, IRF1, STMN1, LPO, MICB, ASTL, MPO, WEE2, KMT2C, SLC4A2, ABCC8, TK1, TRPC6, DNALI1, EPX, CACNA1H, SOCS3, ISG15
GO:0009605	9.40E−03	1.87	13.98	23	2,530	Response to external stimulus	MICA, LYST, XCR1, ANXA1, NR4A1, APOE, IRF1, STMN1, LPO, MICB, MPO, ATP1A1, NFIB, SAG, ABCC8, TK1, TRPC6, CACNA1A, PDGFD, EPX, CACNA1H, SOCS3, ISG15
GO:0006928	9.71E−03	1.97	10.80	19	1,956	Movement of cell or subcellular component	LYST, TOR1A, FAT1, KIF21B, ANXA1, NR4A1, APOE, STMN1, MYL1, ATP1A1, NFIB, TNNC2, TNNI2, TNNT3, TRPC6, DNALI1, PDGFD, EPX, CACNA1H
GO:0045595	7.69E−03	2.14	8.29	16	1,500	Regulation of cell differentiation	SMYD1, ZHX2, ANXA1, APOE, IRF1, NME1, NME2, WEE2, ZBTB7B, TPH1, TRPC6, XDH, CACNA1A, SOCS3, ACVR2B, ISG15
GO:0051241	1.21E−03	2.81	5.56	14	1,007	Negative regulation of multicellular organismal process	ZHX2, ANPEP, ANXA1, APOE, IRF1, ATP1A1, NFIB, NME1, WEE2, TPH1, TRPC6, XDH, EPX, ISG15
GO:0006979	6.15E−05	5.15	2.17	10	393	Response to oxidative stress	TOR1A, ANXA1, APOE, LPO, MICB, MPO, TRPC6, PDGFD, EPX, CHD6
GO:0006936	7.70E−05	5.58	1.80	9	325	Muscle contraction	MYLPF, ANXA1, MYL1, ATP1A1, TNNC2, TNNI2, TNNT3, MYH13, CACNA1H
GO:0003012	3.02E−04	4.61	2.15	9	390	Muscle system process	MYLPF, ANXA1, MYL1, ATP1A1, TNNC2, TNNI2, TNNT3, MYH13, CACNA1H
GO:0010817	1.62E−03	3.59	2.73	9	494	Regulation of hormone levels	ANPEP, ANXA1, ATP1A1, SPCS3, ABCC8, CACNA1A, CACNA1H, SYT7, ACVR2B
GO:0030029	7.60E−03	2.81	3.45	9	625	Actin filament-based process	FAT1, FSCN2, ANXA1, MYL1, ATP1A1, VILL, TNNC2, TNNI2, TNNT3
GO:0048545	8.97E−03	2.93	2.93	8	530	Response to steroid hormone	ACSBG1, NPAS4, ANXA1, NR4A1, ATP1A1, NME1, TK1, SOCS3
GO:0007338	6.97E−05	9.56	0.70	6	126	Single fertilization	ASTL, WEE2, KMT2C, TRPC6, DNALI1, CACNA1H
GO:0009566	2.85E−04	7.29	0.90	6	163	Fertilization	ASTL, WEE2, KMT2C, TRPC6, DNALI1, CACNA1H
GO:0030073	1.65E−03	5.14	1.26	6	228	Insulin secretion	ANXA1, SPCS3, ABCC8, CACNA1A, SYT7, ACVR2B
GO:0009636	2.73E−03	4.63	1.39	6	252	Response to toxic substance	GLYAT, APOE, LPO, MPO, TK1, EPX
GO:0030072	3.76E−03	4.32	1.49	6	269	Peptide hormone secretion	ANXA1, SPCS3, ABCC8, CACNA1A, SYT7, ACVR2B
GO:0002790	4.33E−03	4.19	1.53	6	277	Peptide secretion	ANXA1, SPCS3, ABCC8, CACNA1A, SYT7, ACVR2B
GO:0050678	4.97E−03	4.07	1.57	6	285	Regulation of epithelial cell proliferation	NR4A1, APOE, NFIB, NME1, NME2, XDH
GO:0046879	8.85E−03	3.59	1.78	6	322	Hormone secretion	ANXA1, SPCS3, ABCC8, CACNA1A, SYT7, ACVR2B
GO:0070252	1.47E−04	11.01	0.50	5	91	Actin-mediated cell contraction	MYL1, ATP1A1, TNNC2, TNNI2, TNNT3
GO:0030048	3.57E−04	9.01	0.61	5	110	Actin filament-based movement	MYL1, ATP1A1, TNNC2, TNNI2, TNNT3
GO:0006941	1.37E−03	6.60	0.82	5	148	Striated muscle contraction	MYL1, ATP1A1, TNNC2, TNNI2, TNNT3
GO:0043901	1.63E−03	6.33	0.85	5	154	Negative regulation of multi-organism process	MICB, ASTL, MPO, WEE2, ISG15
GO:0051384	2.15E−03	5.93	0.91	5	164	Response to glucocorticoid	ACSBG1, NPAS4, ANXA1, TK1, SOCS3
GO:0031960	2.85E−03	5.54	0.97	5	175	Response to corticosteroid	ACSBG1, NPAS4, ANXA1, TK1, SOCS3
GO:0000302	7.74E−03	4.33	1.23	5	222	Response to reactive oxygen species	ANXA1, APOE, MPO, TRPC6, PDGFD
GO:0034599	8.63E−03	4.21	1.26	5	228	Cellular response to oxidative stress	ANXA1, MPO, TRPC6, PDGFD, CHD6
GO:0006469	9.76E−03	4.08	1.30	5	235	Negative regulation of protein kinase activity	UBE2C, DUSP2, APOE, WEE2, SOCS3

To initiate the study of candidate genes involved in nutritional programming, we compared gene expression across males from one of the size classes (Y-II) reared in the two different juvenile environments, but on the same high quality adult diet. The differences we detected in gene expression suggest juvenile environment plays a role in altering brain development and function and therefore affected adult behavior and overall energy homeostasis (Table 2). For example, the *agpr* gene encodes Agouti-related protein and is expressed primarily in the hypothalamic arcuate nucleus. 

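Over the 15078 transcripts with an average of at least 1 CPM, log2 CPM of the 2 LQJE brains had a Pearson correlation of 0.967, the lowest of the 6 pairs of brains. The 2 HQJE brains had a correlation of 0.985. LQJE fish 17 correlated at 0.968 with HQJE fish 15 and at 0.970 with HQJE fish 11, while LQJE fish 18 correlated at 0.986 and 0.983 with the same brains. These correlations are across transcripts, which are not independent replicates, and no test was made of them. The average log2 difference (root mean square) over the 500 transcripts that differ most was 3.02 between the 2 LQJE brains, 2.06 between the 2 HQJE brains and 1.99 between LQJE fish 18 and HQJE fish 11, the closest pair. In multidimensional scaling the first dimension held 56.5% of the variance and placed LQJE fish 17 apart from the other brains. The biological coefficient of variation estimated by edgeR was 19.9%. The paper reasons from the differentially expressed genes and their GO categories, and proposes that the juvenile environment plays a role in altering brain development and function, with effects on adult behavior and energy homeostasis.

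**Figure D3:**
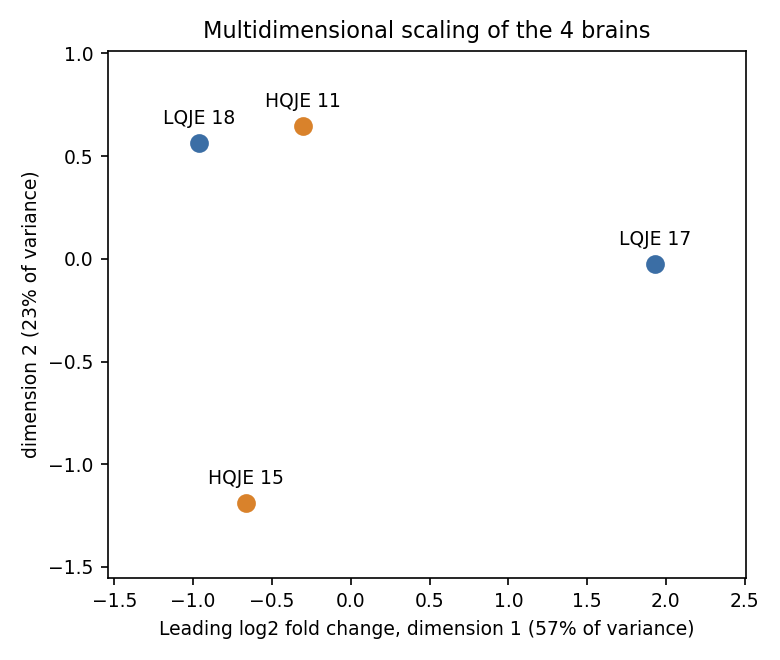
Multidimensional scaling of the 4 brains on leading log2 fold changes over 500 transcripts per pair, with 1 point per brain (LQJE blue, HQJE orange) and the axes in log2 units. LQJE fish 17 lies at 1.93 on the first dimension and the other brains lie between -0.96 and -0.30.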

*Agrp* acts to increase appetite by binding to *Mc4r* (Chen et al., 2004), and overexpression of *Agrp* in transgenic mice led to obesity (Ollmann et al., 1997). 

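The transcript of agrp (ENSXMAT00000009960), which encodes Agouti-related protein, was read 115 and 103 times in LQJE fish 17 and 18 and 14 and 40 times in HQJE fish 15 and 11. This corresponds to 6.22 ± 2.99 CPM (SD, n = 2) in LQJE fish and 1.22 ± 0.828 CPM (SD, n = 2) in HQJE fish. The log2 fold change of HQJE over LQJE was -2.33 (standard error 0.597). Its unadjusted p in edgeR's quasi-likelihood test was 0.00881, which is past the threshold of the paper, and its Benjamini-Hochberg adjusted p was 0.622. The groups did not overlap, which chance gives, in either direction, for 33.3% of transcripts with 2 brains against 2. With each brain left out in turn the log2 fold change stayed negative. It was -1.75 without fish 17, -2.74 without fish 18, -1.77 without fish 15 and -3.27 without fish 11, and the unadjusted p of the same test was 0.0481, 0.0107, 0.0241 and 0.00292, respectively, so that only the fit without fish 11 stayed past the threshold. RNA was taken from the entire brain, so these values average agrp over all brain regions.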

The mRNA concentration of this gene is higher (2^2.33^ fold) in Y-II males reared in the LQ juvenile environment. This result supports the hypothesis that protein restriction during prenatal and postnatal periods can alter the anatomical organization of the melanocortin system (Coupe et al., 2010) in which *Agrp* functions as an important appetite regulator. Additionally, we identified other metabolism related genes including *tk1* (lower expressed in HQJE male), *xdh* (higher expressed in HQJE male), a Phytanoyl-CoA dioxygenase domain containing gene (zgc:174917; higher expressed in HQJE male) and a CNDP dipeptidase 2 ortholog gene (zgc:114181; lower expressed in HQJE male); diabetes related gene *socs3a* (higher expressed in HQJE male); as well as energy and lipid related genes *mogat3a* (higher expressed in HQJE male) and *pnrc2* (lower expressed in HQJE male). 

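In edgeR's quasi-likelihood test 2 of these 7 genes, tk1 and mogat3a, were past the threshold, and all 7 changed in the stated direction. The paper's directions came from these same brains, so the shared direction is not independent support. The CPM of tk1 was 3.22 ± 0.0492 (SD, n = 2) in HQJE fish and 7.30 ± 0.237 (SD, n = 2) in LQJE fish. Its log2 fold change was -1.18 (standard error 0.222), and it stayed between -1.19 and -1.15 with each brain left out, where its unadjusted p in the same test lay between 0.0107 and 0.0165 and was not past the threshold. The CPM of mogat3a was 18.5 ± 9.37 (SD, n = 2) in HQJE fish and 5.74 ± 1.01 (SD, n = 2) in LQJE fish. Its log2 fold change was 1.70 (standard error 0.383), and it ranged from 1.06 without fish 11 to 2.14 without fish 15, the only brain whose removal left it past the threshold. The groups also did not overlap in xdh, at 10.7 ± 3.48 CPM (SD, n = 2) in HQJE fish and 5.26 ± 0.674 CPM (SD, n = 2) in LQJE fish, or in socs3a, at 13.3 ± 5.61 CPM (SD, n = 2) in HQJE fish and 6.24 ± 0.525 CPM (SD, n = 2) in LQJE fish. Their log2 fold changes were 1.02 and 1.09, and the unadjusted p of edgeR's quasi-likelihood test was 0.0123 and 0.0154. In the other genes the difference came mostly from 1 brain, though in zgc:114181 that brain held 62.2% of the summed CPM, below the share of 75%. The groups did not overlap in zgc:174917 either, but only by 0.0904 CPM in HQJE fish 11 against 0.0797 CPM in LQJE fish 18. The zgc:174917 transcript had 36 counts in HQJE fish 15, 2 in HQJE fish 11, 2 in LQJE fish 18 and 0 in LQJE fish 17. The pooled ratio of HQJE over LQJE was 16.8, with an exact 95% interval from 4.33 to 143 for counting error only, and without fish 15 the log2 fold change was 0.81. The zgc:114181 transcript, which Table S1 pairs with human CNDP1, was at 158 CPM in LQJE fish 17 and at 31.4, 35.9 and 29.0 CPM in LQJE fish 18, HQJE fish 15 and HQJE fish 11. Its log2 fold change was -1.53 with all brains and 0.047 without fish 17. The pnrc2 transcript had 168 counts in LQJE fish 17 and 0 in LQJE fish 18 and in both HQJE brains. Against a floor of 3 counts over the HQJE group it was at least 63.5-fold lower in HQJE fish, and fish 18 was at 0 as well. With the edgeR exact test all 7 genes were past the threshold and with DESeq2 4 were. With the quasi-likelihood test the number was 0 without fish 17, where pnrc2 has no counts to test, and 2 without each of the other brains, though not tk1.

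**Figure D4:**
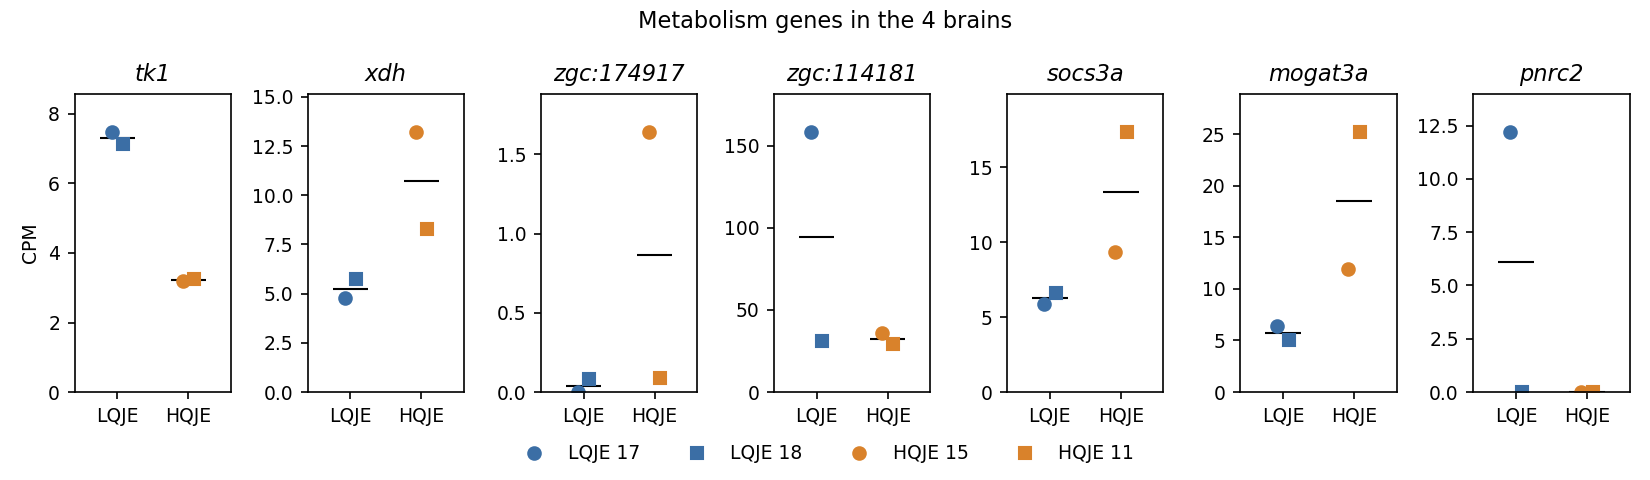
CPM of the 7 genes in the 4 brains, with a linear axis from 0 for each gene, 1 point per brain and the group mean as a black line. The groups are separated by more than their spread in tk1, while zgc:114181 and pnrc2 stand out in LQJE fish 17 and zgc:174917 in HQJE fish 15.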

Overall, the differential expression of these genes suggests that the brain function, and its relation to metabolism and energy regulation, is affected by quality of juvenile environment.

Additionally, we have identified 18 *Xiphophorus* specific DEGs that showed no homology with human, mouse, rat, chicken, zebrafish, spotted gar, medaka, stickleback, fugu or amazon molly. 

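Table S1 lists 18 transcripts without a gene name, a description or a human match, 13 of them lower and 5 higher expressed in HQJE fish. In edgeR's quasi-likelihood test 4 of them were past the threshold, 2 lower and 2 higher expressed. In 10 of the 18 a single brain held more than 75% of the summed CPM, which was LQJE fish 17 for 4, LQJE fish 18 for 5 and HQJE fish 11 for 1. The transcript ENSXMAT00000018334, with the largest fold change in Table S1, had 1332 counts in LQJE fish 17 and 0 counts in the other brains. Against a floor of 3 counts over the HQJE group it was at least 504-fold lower in HQJE fish, but it was not detectable in LQJE fish 18 either. The transcript ENSXMAT00000017126 separated the groups at 0.159 ± 0.0328 CPM (SD, n = 2) in HQJE fish and 1.12 ± 0.0482 CPM (SD, n = 2) in LQJE fish, with 4 and 3 counts in the HQJE brains and 15 and 29 in the LQJE brains. The 2 higher expressed transcripts past the threshold were ENSXMAT00000013285, with a log2 fold change of 1.71 (standard error 0.336), and ENSXMAT00000014625, with 1.57 (standard error 0.363). The comparison with other species was not repeated here.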

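Grouped by the functional type that Table S1 gives, the 15 enzymes comprised 5 transcripts lower and 10 higher expressed in HQJE fish, and 3 of them were past the threshold in edgeR's quasi-likelihood test. Of the 10 transcription regulators 8 were lower and 2 were higher, and in 6 of them LQJE fish 17 alone held more than 75% of the summed CPM. Those past the threshold were zgc:63489 and irf1b, the latter with a log2 fold change of -1.26 (standard error 0.248). The 8 transporters were 4 lower and 4 higher, with abcb11b and atp1a1a.5 past the threshold. The 6 peptidases were 5 lower and 1 higher, with 2 past the threshold, and the 4 kinases were 3 lower and 1 higher, with tk1 past it. Of the 3 ion channels trpc6b was past the threshold. Of the 2 phosphatases, both higher expressed, dusp2 was past it, at 7.72 ± 3.07 CPM (SD, n = 2) in HQJE fish and 1.74 ± 0.519 CPM (SD, n = 2) in LQJE fish. The single G-protein coupled receptor, growth factor, nuclear receptor and transmembrane receptor were not past the threshold. The type named other in Table S1 held 33 transcripts, 26 lower and 7 higher.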

Annotated genes belong to different functional types, including enzymes (15 genes), G-protein coupled receptor (one gene), growth factor (one gene), ion channel (three genes), kinase (four genes), nuclear receptor (one gene), peptidase (six genes), transmembrane receptor (one gene), phosphatase (two genes), transcription regulator (10 genes), and transporter (eight genes; Table S1).

The behavioral pattern we detected across the Y-II male size class appears to be the most common pattern reported in the literature (Armitage, Taylor & Poston, 2005). Males reared in the low quality juvenile environment from this size class increased their energy intake (measured as feeding rate) as compared to males reared in the high quality juvenile environment. We have detected a relationship between increased feeding rates in adult male fish and increased growth rates as juveniles (MR Morris et al., 2016, unpublished data). Given that males stop growing at sexual maturity, the response of the Y-II adult males to the high quality environment they experienced as juveniles could also lead to increased fat deposition as adults. In humans, this pattern is attributed to genetic influences on eating and metabolic rate (Brophy et al., 2009) as well as behavioral and environmental changes leading to increased energy intake and a lack of physical activity (Jahns, Siega-Riz & Popkin, 2001). However, the influence of supernormal nutrition during early development can also lead to a phenotype that closely resembles the human metabolic syndrome with higher appetites (Armitage et al., 2004; Guo & Jen, 1995), and would appear to fit the pattern we detected across the Y-s and Y-I size classes of swordtail fish. Variation in the *Mc4r* gene plays a key role in energy homeostasis through appetite in several species of fishes (i.e., goldfish Cerdá-Reverter, Schiöth & Peter, 2003; rainbow trout Schjolden et al., 2009; Mexican cavefish Aspiras et al., 2015) as well as in humans (Cole et al., 2010; Adan et al., 2006). Given that the male size classes in *X. multilineatus* are influenced by the different alleles and number of copies of the *Mc4r* gene on the Y chromosome (Lampert et al., 2010), variation across copies of this gene could be involved in producing variation in the responses to nutritional programming. Further examination of gene expression across the various size classes is warranted, and could lead to a better understanding of the mechanisms that are involved in producing variation in response to early nutritional environments. This system, therefore, has the potential to allow us to better understanding the genetic and environmental complexities of susceptibility to obesity and associated metabolic diseases, as well as to help identify best potential genetic targets for treatment across individuals with different developmental histories of nutritional environments.

It will be important to consider the possibility that factors in addition to food availability and quality influenced the differences between individuals reared in the low quality as compared to high quality juvenile environments. The individuals from the low quality juvenile environment (mesocosms) had experience with conspecifics throughout life, and would therefore have experienced many different social interactions as well as competition for limited and lower quality food. In addition, it may be useful at some point to distinguish between nutritional programming and the possibility that the low quality juvenile environments produced allostatic responses, or “wear and tear on the body” of the fish due to the chronic stress of low food quality or high densities. Future studies that rear fish in individually isolated tanks for both juvenile treatments could be conducted and the genes expressed compared to those in the current further examine to test this possibility.

The variation in behavioral responses to nutritional programming we detected could be considered in the context of alternative reproductive tactics, where tradeoffs between different life history traits can select for alternative strategies to maximize fitness. The alternative reproductive tactics (ARTs) that have been identified in *X. multilineatus*, group together the three larger size classes based on their exclusive use of courtship behavior (*Y-I, Y-II and Y-L*), while the smallest size class (*Y-s*) uses both courtship and a coercive sneaking mating behavior (Zimmerer & Kallman, 1989; Morris, Rios-Cardenas & Brewer, 2010). The tradeoff that has been suggested to maintain these ARTs is based on evidence that *Y-s* males reach sexual maturity sooner (Bono, Rios-Cardenas & Morris, 2011), while the courter males that make it to sexual maturity, have a higher mating success (Morris et al., 2012). However, results from the current study add to previous work that the *Y-II* size class may represent an additional ART within the courter males, where the tradeoff maintaining this ART involves the costs and benefits of faster growth. Faster growth can be beneficial for swordtail fishes by increasing the probability of reaching sexual maturity sooner and at a larger size, thus increasing the probability of ever mating. However, costs to growing faster have been identified, and include instable development (Morris et al., 2012), and reduced adult lifespans (Morris et al., 2016). There has been some consideration of life history tradeoffs in relation to variation in human birth weights (Coall & Chisholm, 2003), which can influence the propensity to develop certain metabolic syndromes. We argue that further research into the life history tradeoffs of nutritional programming will add significantly to our understanding of the role this mechanism plays in the development of metabolic syndromes.

## Conclusions

The potential for the perinatal period to program human adult metabolic disorders has been well established (Gluckman, Hanson & Pinal, 2005; Hales & Barker, 2001); however, the mechanisms involved are poorly understood. It will be important to further investigate genetic variation in the responses to nutritional programming, and the results we present here suggest that swordtail fishes will be a model system in which to examine these mechanisms. Our behavioral studies suggest that responses to juvenile environment by a behavior involved in energy intake (feeding rates), as well as responses to adult environment by a behavior that is involved in energy expenditure (movements) will depend on a male’s genetically influenced size class in this species of swordtail fish. This pattern is consistent with our increasing understanding of the involvement of regulatory genetic variation in common human diseases (Maurano et al., 2012). Also, the provision of a transcriptome for this species makes it possible to further examine molecular mechanisms that play a role in nutritional programming. The list of genes that were differentially expressed in the males reared in high versus low quality juvenile environments provides an important starting point for understanding these nutritional programming mechanisms.

##  Supplemental Information

10.7717/peerj.3275/supp-1 Figure S1 Flow chart of transcriptome assembly and differential gene expression analyses A *de novo* transcriptome for *X. multilineatus* was assembled using mRNA isolated from several different tissues. The assembled transcript sequences were aligned to *X. maculatus* reference sequences for annotation. Messenger RNA was isolated from the brain tissues of two Y-II size class males reared in a low quality juvenile environment (LQJE) and two Y-II size class males reared in a high quality juvenile environment (HQJE) and were sequenced. Short sequencing reads were mapped to the *X. multilineatus* transcriptome, and differential gene expression was further analyzed on the quantified read counts between LQJE and HQJE individuals. Click here for additional data file.

10.7717/peerj.3275/supp-2 Table S1 Differentially expressed genes between HQJE and LQJE Y-II males Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

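RNA from the whole brains of 4 adult Y-II males was sequenced, 2 reared in the high quality juvenile environment (HQJE, fish 15 and 11) and 2 in the low quality juvenile environment (LQJE, fish 17 and 18), all on the high quality adult diet. The condition of each brain was taken from its sample label, which spells the groups with 2 letters exchanged, and from the methods. The authors trimmed and filtered the reads, aligned them with Bowtie2 to 18872 transcripts of X. multilineatus named by their best match in X. maculatus, and deposited the number of reads counted on each transcript in each brain as raw counts. How pairs, strands and reads with several matches were counted is not given in the sources used here. The 2 transcripts named tnni2a.4 and other members of gene families can share reads, so their counts are uncertain.

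From these counts, transcripts with no count in any brain (398) were left out, and 18474 were compared between HQJE and LQJE with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), with TMM scaling, dispersions estimated over all transcripts and the quasi-likelihood test. The threshold was that of the paper, an unadjusted p of 0.01 or less with a log2 fold change of at least 1 in either direction, and Benjamini-Hochberg adjusted p-values were computed over all tested transcripts. CPM values were computed by edgeR from the TMM-scaled library sizes. Each standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. It is thus derived from the test and is not an estimate given by the fit. Total counts ranged from 14260762 to 25531496 per brain. A count of 0 allows up to 3 counts, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. With 2 brains in each group, a permutation of the groups cannot give a small p.

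The test was tested on simulated data first. Counts were drawn from the mean CPM of each transcript over the 4 brains, their library sizes and the estimated dispersions. Of the transcripts with a mean of at least 1 CPM, 200 were changed 4-fold between HQJE and LQJE. Recovery below that level was therefore not tested. In all, 18372 transcripts then had a count. The quasi-likelihood test called 183 of the changed and 71 of the unchanged transcripts at the threshold of the paper, and the edgeR exact test called 189 and 104.

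The choices fixed before the data were examined were the test, the threshold and these alternatives: the edgeR exact test, the edgeR likelihood ratio test, DESeq2 1.42.0, no TMM scaling, DESeq2 size factors in edgeR, the filterByExpr filter of edgeR, and each brain left out in turn. The edgeR exact test on all 18872 transcripts, and the edgeR exact test with each brain left out, were added after the data were seen. A transcript was counted as carried by 1 brain when that brain held more than 75% of its summed CPM. Brains were compared by the Pearson correlation of log2 CPM (prior count of 2) and by multidimensional scaling.

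The genes named are those that the paper's text names with a direction, the Table S1 genes with the smallest p and the largest fold change, genes of 4 categories of Table 2 with values for at most 4 in each, the 5 genes with the smallest p past the threshold, and the 5 with the largest fold change past the threshold among those whose groups do not overlap and that have at least 10 counts in both brains of the higher group. The values in Table S1 had been seen when this rule was written. Genes named beyond this rule (mpx, irf1b, dusp2, acvr2b, anxa1c, npas4a, nr4a1, cx43.4, some muscle transcripts and 2 transcripts without annotation) were chosen after their values were seen.

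Gene names, human matches and functional types come from Table S1 alone, and no annotation of the other transcripts was used here. The genes mc4r, pomc, npy, cart and lepr are not paired with a transcript in Table S1 and were not analysed here. Set tests of muscle genes and of pineal and photoreceptor genes outside Table S1 were set out beforehand and were not run for the same reason. The behavioral data, the transcriptome assembly and the variants between species were not analysed here.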

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

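The tests on the scaling of fish 17 and on transcripts that are low in the other brains were chosen after the result was seen. Outside Table S1, 440 transcripts with at least 20 counts in LQJE fish 17 were more than 2 times higher in that brain than in any other brain. This was noticed because the paper does not report on these transcripts. The same count outside Table S1 was 36 for LQJE fish 18, 43 for HQJE fish 15 and 33 for HQJE fish 11. With the transcripts of Table S1 included, the count for fish 17 was 480. At more than 4 times it was 167 for fish 17 and between 14 and 16 for the other brains. The excess went one way, since transcripts with a level more than 2 times lower than in every other brain numbered 50 for fish 17 and between 23 and 56 for the others.

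Several technical explanations were tested. Fish 17 has the fewest counts, but with every brain thinned to its depth the count was still 466 for fish 17 and between 35 and 48 for the others, which argues against depth. A few abundant transcripts can bias the scaling to library size, but the 10 most abundant took at most 8.14% of the counts of any brain. With library size alone, which they can move, the count was 434 for fish 17 and between 47 and 60 for the others, and with DESeq2 size factors it was 470 and between 49 and 56, which argues against an error in scaling from such transcripts. Genomic DNA would add reads to all transcripts. At equal depth 17919 transcripts had a read in fish 17, against 17830 to 17879 in the other brains, so the test set out beforehand came out in the direction that genomic DNA would give, by a small difference. However, over the 2441 transcripts that were read in the other brains at a mean of 0.5 CPM or less, fish 17 was higher by a median of 0.0145 CPM. In each other brain the same median difference was negative, between -0.0193 and -0.0133 CPM. The transcripts in excess were higher by a median of 3.51 CPM, which argues against genomic DNA spread evenly over transcripts as their source. Transcript lengths were not used, so genomic DNA reads that rise with length are not excluded. Among the abundant transcripts cx43.4, a Table S1 gene chosen after its values were seen, had 95260 counts in fish 17 and between 2290 and 2653 in the others.

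Other tissue or more cells of one kind in that dissection were not tested. Gene names are not paired with the 440 transcripts outside Table S1 here, and the 40 within Table S1 were not examined for this. RNA degradation, a wrong label of that sample and a genetic difference of that fish against the reference were not tested either. The juvenile environment is also open and was not tested. Transcripts raised in both LQJE brains cannot enter this count.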

How the results depend on the processing

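The edgeR exact test on all transcripts and the exact tests with a brain left out were added after the data were seen. The counts of called transcripts moved with the test and, by a wider range, with the brains left out. The quasi-likelihood test called 35 transcripts, 26 lower and 9 higher in HQJE fish, 0 at an adjusted p of 0.05 or less (1403 at an unadjusted p of 0.05 or less), 32 of Table S1 and 2 of the 7 metabolism genes. The edgeR exact test called 133, 84 lower and 49 higher, with 35 at an adjusted p of 0.05 or less, 131 of Table S1 and 7 metabolism genes. The same exact test on all 18872 transcripts called 131, 83 lower and 48 higher, with 34 at an adjusted p of 0.05 or less, 131 of Table S1 and 7 metabolism genes. The edgeR likelihood ratio test called 121, 68 lower and 53 higher, with 42 at an adjusted p of 0.05 or less, 91 of Table S1 and 6 metabolism genes. DESeq2 called 53, 35 lower and 18 higher, 50 of Table S1 and 4 metabolism genes. It gave 79 transcripts at an adjusted p of 0.05 or less among the 4148 that its filter left with one, and their log2 fold changes were at most 0.89 in size. The cause of these differences between tests was not tested.

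Scaling and filtering moved the number of called transcripts less than the test did. The split by direction moved with the scaling, while the filterByExpr filter left it at 26 lower and 9 higher. Without TMM scaling 40 transcripts were called, of which 19 were higher, against 9 with it and 13 with DESeq2 size factors in the same test. The share of lower transcripts was 52.5% without TMM scaling, 74.3% with it and 69.8% with DESeq2 size factors. The median log2 fold change of all transcripts was -0.02 with TMM scaling, 0.05 without it and -0.0029 with DESeq2 size factors, which gave 43 calls. The filterByExpr filter kept 16236 transcripts, 94 of them in Table S1, and gave 35 calls, 34 of which were shared with those without the filter.

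With each brain left out in turn, the lone brain of its group is assumed to vary like the pair in the other group. The quasi-likelihood test then called between 56 and 348 transcripts, between 16 and 314 lower and between 28 and 40 higher, with 0 to 1 at an adjusted p of 0.05 or less and 0 to 2 metabolism genes. The highest number, 348, was without LQJE fish 18, where LQJE fish 17 stands alone for its group. Of the Table S1 transcripts, between 27 and 54 were past the threshold in these fits. With the exact test the number was 59 without LQJE fish 17, 88 without LQJE fish 18, 48 without HQJE fish 15 and 34 without HQJE fish 11. The log2 fold change of agrp lay between -3.27 and -1.75, and it was past the threshold only without HQJE fish 11, with fewer samples in each of these fits. Under the other tests, scalings and the filter, agrp stayed past the threshold at a log2 fold change between -2.33 and -2.25. The log2 fold change of zgc:114181 lay between -2.26 and 0.047, changing its sign without LQJE fish 17, the brain that held 62.2% of its summed CPM. Of the 74 alternatives for the 7 metabolism genes, 44 left the call as it was, 22 moved a gene past the threshold, 7 moved it below and 1 changed its direction.

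The number of Table S1 transcripts carried by 1 brain was 58 with a share of 75% and 26 with a share of 90%, as a stricter share must lower it, and 57 without TMM scaling. The groups did not overlap in 82 of the Table S1 transcripts and in 83 without TMM scaling, where chance gives 33.3%, but these transcripts were chosen on the same brains. The larger of the counts under the other splits of the brains was 126 with the quasi-likelihood test, 103 with filterByExpr and 415 with the exact test. The correlation between the 2 LQJE brains was 0.967, and 0.977 over transcripts with an average of at least 10 CPM, which leaves out the low transcripts.

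Depth limits transcripts with few counts, and 9 of the Table S1 transcripts had fewer than 20 counts in every brain. No paired analysis was possible because the HQJE and LQJE brains share no fish number. The set tests of muscle genes and of pineal and photoreceptor genes outside Table S1, with their alternatives, were not run, because gene names are not paired with transcripts outside Table S1.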

Differences from the paper's values

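The number of transcripts past the threshold was 35, and the paper's number is 131. The number lower expressed in HQJE fish was 26, and the paper's is 83. The number higher expressed was 9, and the paper's is 48. Of the alternatives fixed before the data were examined, the edgeR exact test (133, 84 and 49) and the edgeR likelihood ratio test (121, 68 and 53) fall within 1.5 times of the paper's numbers in all 3. For the higher expressed transcripts, leaving out LQJE fish 18 (34) or HQJE fish 15 (40) does so too. DESeq2 (53, 35 and 18), no TMM scaling (40, 21 and 19), DESeq2 size factors (43, 30 and 13) and filterByExpr (35, 26 and 9) do not in any of the 3, and neither do the fits without LQJE fish 17 (75, 47 and 28) and without HQJE fish 11 (66, 35 and 31). In the total and the lower expressed transcripts the fits without LQJE fish 18 (348 and 314) and without HQJE fish 15 (56 and 16) do not either. The edgeR exact test on all 18872 transcripts, chosen after the values were seen, gave 131, 83 and 48. It called the transcripts of Table S1 and no others, with a largest difference of 2.9e-05 in log2 fold change, and dropped 0 of the paper's genes. The paper's text does not name the test.

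In Table S1 the paper gives an FDR of 0.05 or less for 22 of its transcripts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 of the called transcripts had an adjusted p of 0.05 or less. The edgeR exact test (23) and the edgeR likelihood ratio test (20) fall within 1.5 times of the paper's number. With DESeq2, no TMM scaling, DESeq2 size factors, filterByExpr and without LQJE fish 17, HQJE fish 15 or HQJE fish 11 it was 0, and without LQJE fish 18 it was 1. The exact test on all transcripts, chosen after the values were seen, gave 22.

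Of the genes the paper's discussion names with a direction, xdh, socs3a, zgc:174917, zgc:114181 and pnrc2 were not past the threshold in the quasi-likelihood test, while agrp, tk1 and mogat3a were. All of these were past it in the exact test. The likelihood ratio test also called xdh, socs3a, zgc:174917 and pnrc2, DESeq2 also called xdh and socs3a, and no TMM scaling also called xdh. Without LQJE fish 18 zgc:114181 and pnrc2 were called, without HQJE fish 15 socs3a was, and without HQJE fish 11 xdh and zgc:174917 were. The log2 fold changes of the 7 genes other than pnrc2, which has 0 counts in both HQJE brains, lay within their standard errors of the paper's values, and for agrp the paper's 2.33, given as LQJE over HQJE, is 2.33 here as well. Both sets of values come from the same brains, so their closeness is not independent support.

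The paper states that the GO categories of Table 2 have p below 0.001 and a count of at least 5. In the p-values that Table 2 prints, 7 of the 31 categories are below 0.001 and the other 24 reach up to 0.00976. Counted as fish transcripts, 1 category, response to toxic substance, holds fewer than 5, with 4 transcripts. The paper describes zgc:114181 as an ortholog of the CNDP dipeptidase 2 gene, and Table S1 pairs it with human CNDP1.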

Other observations

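The tests on fish 17 and the lower expressed genes, on the order of the brains in 4 genes and on the ratio of muscle transcripts were chosen after the data were seen, while the splits of the brains were set out beforehand and first read as a test of chance after they were seen.

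The 4 brains can be split 2 against 2 in 3 ways. The quasi-likelihood test called 35 transcripts for HQJE against LQJE, 48 for LQJE fish 17 and HQJE fish 15 against the other pair, and 126 for LQJE fish 17 and HQJE fish 11 against the other pair. So 3 of 3 splits gave at least as many transcripts as the real one, which itself gave the smallest number. Chance cannot be excluded for the count of called transcripts, and with 3 splits the design could not have excluded it. With the edgeR exact test the same splits gave 133, 178 and 415. By unadjusted p of 0.01 or less alone, the quasi-likelihood test gave 276 transcripts, against 185 expected by chance alone. Transcripts of the same brains are not independent replicates, so this excess cannot exclude chance either. In the simulated data the quasi-likelihood test called 71 unchanged transcripts at the threshold. The simulated data held 200 changed transcripts and gave 173 at an adjusted p of 0.05 or less in that test, against 0 here. They differ from these brains in this, so the 71 is not an estimate of the chance calls among the 35.

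All 14 transcripts with at least 20 counts in 1 brain and 0 counts in the other brains are in Table S1. These were 5 in LQJE fish 17, 3 in LQJE fish 18, 1 in HQJE fish 15 and 5 in HQJE fish 11. In the quasi-likelihood test none of the 35 called transcripts was carried by a single brain.

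Table S1 holds 83 lower and 48 higher expressed transcripts. A candidate explanation for the excess of lower ones is LQJE fish 17, which carries 30 of them. Without fish 17, 38 lower and 21 higher transcripts stayed past the threshold in the edgeR exact test, so the higher ones were lost along with the lower ones and the excess stayed. Without fish 18 these numbers were 60 and 28, without HQJE fish 15 they were 21 and 27, and without HQJE fish 11 they were 14 and 20. Over all tested transcripts the exact test called 101 lower and 76 higher without fish 17, 551 and 89 without fish 18, 33 and 47 without fish 15, and 46 and 37 without fish 11. Fish 17 thus gave many more lower transcripts than fish 18 when either stood alone for its group, which is not a matter of group size. However, lower transcripts outnumbered higher ones without fish 17 too, and Table S1 was chosen with fish 17 included, so how much of the excess in Table S1 comes from fish 17 stays open. The sign of the log2 fold change was changed in 20 of the Table S1 transcripts without fish 17, in 4 without fish 18, in 3 without fish 15 and in 0 without fish 11.

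Among the higher expressed genes of Table S1, npas4a, nr4a1, dusp2 and socs3a, which neurons induce on stimulation or which answer to hormones, ranked the brains alike. For npas4a the CPM was 5.58 in LQJE fish 17, 16.1 in LQJE fish 18, 18.4 in HQJE fish 15 and 29.0 in HQJE fish 11. All 4 of the 4 genes put the brains in this order. A shared response to activity or handling of single fish before dissection is a hypothesis that would give such an order. It cannot be told apart from an effect of the juvenile environment, since the same order separates the groups, the genes were picked for the difference, and 4 brains are too few.

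The 7 fast skeletal muscle transcripts of Table S1 (mylpfa, myl1, tnnc2, tnnt3a, MYH13 and 2 named tnni2a.4) were lower in HQJE fish. Muscle tissue dissected with the LQJE brains may be the source. One piece of tissue would give these transcripts about the same ratio between the 2 LQJE brains. The ratio of fish 18 over fish 17 lay between 0.692 and 1.36 for 5 of the 7 transcripts. It was 0.351 for MYH13 and 6.78 for mylpfa, which had only 37 and 3 counts. For the parvalbumins pvalb1 and pvalb4, which muscle and neurons both use, it was 0.961 and 1.25. The 7 transcripts do not include smyd1a, also a muscle gene of Table S1, which was higher in HQJE fish. Its CPM was 9.84 ± 10.4 (SD, n = 2) in HQJE fish and 1.48 ± 0.0622 (SD, n = 2) in LQJE fish. HQJE fish 11 alone held 76.1% of its summed CPM. Expression in the brain that differs little between the LQJE fish would give ratios near 1 as well, and the genes were chosen for their difference, so muscle tissue cannot be told apart from expression in the brain. The level of muscle genes outside Table S1 was not tested, since their names are not paired with transcripts here. An effect of the juvenile environment on these genes stays open and untested.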
